A study of Mus musculus with 4 samples.

How the data were processed

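Single-cell RNA sequencing had been performed on the colon of 4 male C57/Bl6N mice, 2 gavaged with diesel exhaust particles (DEP) and 2 gavaged with phosphate-buffered saline (PBS). Per the labels, cells of the lamina propria (the connective tissue layer under the gut epithelium) were sorted by flow cytometry for CD11b together with Ly6C or CD64, which selects monocytes and macrophages. The cells of each mouse were loaded in a well of their own on a 10x Genomics Chromium controller and libraries were made with the 3' v2 chemistry, which reads the 3' end of a transcript and tags each molecule with a unique molecular identifier (UMI). The deposited values are UMI counts, whole numbers per gene and cell barcode, not normalized. The submitters' processing notes name Cell Ranger, whose version is not given in the sources used here, STAR 2.6.1a, R 3.5.1 and the genome build mm10. The annotation and any filter on barcodes before deposit are not given in the sources used here.

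The table held 28692 genes and 6954 barcodes, and the mouse of each barcode was read from its suffix, which names the sample title. Genes were listed by Ensembl identifier, and 28339 of them received a symbol and a position from GENCODE release M21 (mm10, 1-based). The lowest barcode had 101 UMIs and 203 to 592 barcodes per mouse had fewer than 500, so the table was not limited to deep cells. Total counts were 7585591 UMIs in DEP 11, 4489342 in DEP 13, 10293703 in PBS 2 and 9893180 in PBS 3. DEP 13 therefore gives the least precise values.

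The cell filters, class markers, gene lists, tests and most other settings tried were fixed before the data were examined. Cells with at least 1000 UMIs, a log10 number of detected genes of at least 2.5 and a mitochondrial share above 0 and up to 7% were kept. Normalization used pooled size factors (scran 1.30.0, scater 1.30.1, R 4.3.3), and 34 principal components of the 500 most variable genes were taken for Ward hierarchical clustering. The tree of all kept cells was divided into 10 clusters and those led by markers of another cell type were removed, after which the remaining cells were embedded again and their tree divided into 4 clusters. A cluster was named Ccr2+-like (monocytes and early macrophages) or Ccr2−-like (resident macrophages) when at least 3 of the fixed markers of that class were found in at least 5% of its cells at a level at least 1.2 fold that in the other cells (0.1 added to both means), and when its top 10 genes by fold, among genes in at least 10% of its cells, held no more markers of another class than of its own. The value of 1.2 fold was chosen after seeing the data, and 1.5 fold was run as an alternative. Ccr2+ markers included Ccr2, Ly6c2, Plac8, Vcan, Fn1, Hp, Chil3, Itgb7, Thbs1, F13a1 and Ly6c1. Ccr2− markers included C1qa, C1qb, C1qc, Adgre1, Cd81, Mrc1, Cx3cr1, Apoe, Cd63, Il10, Itgb5, Csf1r, Cd72 and Mertk. The other markers used are not reported here. Doublets were scored per mouse with scrublet (scanpy 1.11.5, expected rate 6%) but not removed. The automatic threshold marked 57 of 4623 cells (1.23%). Of these, 26 were in DEP 13 (3.99% of its cells), against 0.563% to 1.18% of the cells in the other mice. Leaving out called doublets therefore removed more cells from DEP 13 than from any other mouse.

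The mouse was the replicate. UMI counts were summed per mouse over all analysed cells, over the Ccr2+-like cells and over the Ccr2−-like cells. Genes over 1 CPM in at least 2 summed samples and with a UMI in at least 5% of the cells were tested with the quasi-likelihood F test of edgeR 4.0.16 (TMM scaling, 2 residual degrees of freedom per stratum, Benjamini-Hochberg false discovery rate [FDR] of 5%). Whether the DEP effect differed between the classes was tested as an interaction in a fit of the 8 summed samples with the mouse as a block. Hand-written gene sets were tested with camera (limma 3.58.1, correlation 0.01, FDR of 20%, at least 6 tested genes): interferon type I (47 genes), interferon type II (42), inflammatory (38), inflammasome (16), cell death (22), aryl hydrocarbon receptor and oxidative stress (16), tissue dissociation (17; immediate early and heat shock genes) and colon epithelium (25). Camera ranks a set against the other tested genes, so a set called higher or lower is so relative to them. The share of Ccr2+-like cells was compared by an exact two-sided permutation test over the 6 assignments of 2 and 2 mice, whose smallest possible p is 0.333. Intervals of shares are exact binomial ones at 95% and cover counting error only.

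Named genes followed a fixed rule. The first part was a list of 16 genes (Ccr2, Ly6c2, Fcgr1, Itgam, Csf1r, Adgre1, Nlrp3, Pycard, Casp1, Il1b, Il18, Il10, Tnf, Il6, Ahr and Ahrr). The second part was, per stratum, up to 5 genes per direction with the smallest p among those under the FDR threshold, or, where there were none, the 3 genes per direction with the smallest p, reported as failing the correction.

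The tests were first run on simulated counts with the means, spread and library sizes of these data and 200 changed genes, in 5 runs. For all cells (6662 genes) 17.8% of genes changed 1.5-fold, 71.3% of those changed 2-fold and 100% of those changed 4-fold were recovered, and 6.26% of calls were false. For Ccr2+-like cells (5856 genes) the shares were 11.4%, 52.8% and 97.9%, with 11.6% false calls. For Ccr2−-like cells (7131 genes) they were 16.0%, 66.2% and 98.5%, with 8.38% false calls. For the interaction (6662 genes) they were 27.4%, 63.6% and 96.6%, with 3.82% false calls. A set moved 1.5-fold in the simulation was called in 5 of 5 runs in each stratum. Unmoved sets were called in 3, 1 and 2 of 30 tests in all, Ccr2+-like and Ccr2−-like cells. The simulated genes varied independently of each other, so these rates do not test the preset correlation of camera. They also do not cover sets that moved less than 1.5-fold.

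Alternatives covered the limits on UMIs and mitochondrial share, other types kept, 3 and 6 clusters, graph-based clustering, variable genes without interferon and inflammatory genes, thinning of each cell to 1000 UMIs (which leaves out no kept cell), RLE and library size scaling, the likelihood ratio test, DESeq2 1.42.0, limma voom, gene filters, 1 joint fit, single clusters, camera with an estimated correlation, fry, and each mouse left out. Removal of doublets was added after seeing the data.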

Results

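Monocytes and macrophages of the colon lamina propria were profiled cell by cell in 2 mice exposed to DEP and 2 control mice. DEP mice had received 12 µg of particles in 200 µL of PBS by gavage on 5 days a week for about 6 months, and control mice had received PBS alone. The mice are named DEP 11, DEP 13, PBS 2 and PBS 3 after their labels. Of 6954 barcodes, 4623 passed the cell filters, and 257 of these belonged to clusters led by genes of T cells, B cells or plasma cells and were removed. The 4366 analysed cells came from DEP 11 (1129 cells, median 5447 UMIs), DEP 13 (604 cells, median 5981.5 UMIs), PBS 2 (1192 cells, median 7379 UMIs) and PBS 3 (1441 cells, median 5502 UMIs).

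The analysed cells formed 4 clusters. Cluster 1 (1687 cells) and cluster 2 (728 cells) were named Ccr2−-like, from 15 and 8 markers of that class. Cluster 1 was led by the chemokine gene Ccl8, H2-M2 and Vcam1, and cluster 2 by Apol7c, Serpinf1 and Apol7a. Cluster 3 (680 cells), with 12 markers, and cluster 4 (1271 cells), with 6 markers, were named Ccr2+-like. Cluster 3 was led by Ifitm6, Chil3 and Mgst1. Cluster 4 was led by Saa3, an acute phase gene, and by Cd209a, a dendritic cell marker. A Ccr2 UMI was found in 89.1% of Ccr2+-like cells (median 5015 UMIs) and 65.1% of Ccr2−-like cells (median 7383 UMIs). It was also found in 78.8% of 80 removed plasma cells (median 20942 UMIs), which should lack the gene. After thinning to 1000 UMIs the shares were 51.9%, 21.8% and 12.5%, in the same order, but thinning also dilutes free RNA in the deep plasma cells. Of the barcodes under 500 UMIs, 7.99% to 11.1% per mouse had a Ccr2 UMI, at medians of 266 to 309 UMIs. The 2 Ccr2−-like clusters differed, with a Ccr2 UMI in 55.3% of cluster 1 (median 6966 UMIs) and 87.9% of cluster 2 (median 8333.5 UMIs), against 83.8% of cluster 3 and 91.9% of cluster 4. Their mean normalized Ccr2 counts were 1.43 and 3.18, against 4.42 and 5.93. Cluster 2 thus lay above the plasma cells at less depth, and its name rests on other markers than Ccr2. In cluster 1 Ccr2 was not separated from free RNA.

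The first comparison asked whether exposure altered the balance of the macrophage classes. Ccr2+-like cells made up 48.1% of the named cells in DEP 11 (95% exact binomial interval 45.2 to 51.1%), 40.4% in DEP 13 (36.5 to 44.4%), 45.1% in PBS 2 (42.2 to 47.9%) and 43.5% in PBS 3 (40.9 to 46.1%). The mean was 44.3% ± 5.44 (SD, n = 2) in DEP mice and 44.3% ± 1.09 (SD, n = 2) in PBS mice. The difference of −0.0344 percentage points was smaller than the spread between mice (exact permutation p = 1, two-sided; the smallest p this design allows is 0.333). With all 4 mice and classes taken from clusters, the lowest difference among the alternatives was −3.72 points, with a mitochondrial limit of 5%. The share of cells with a Ccr2 UMI, taken in place of the clusters, differed by −6.97 points, and by 0.807 after thinning. The difference was −3.88 points without DEP 11 and 3.81 points without DEP 13. Over all kept cells, removed types included, the share was 41.6% ± 5.89 in DEP mice and 41.9% ± 1.73 in PBS mice. The sort on CD11b with Ly6C or CD64 can set these shares.

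**Figure D1:**
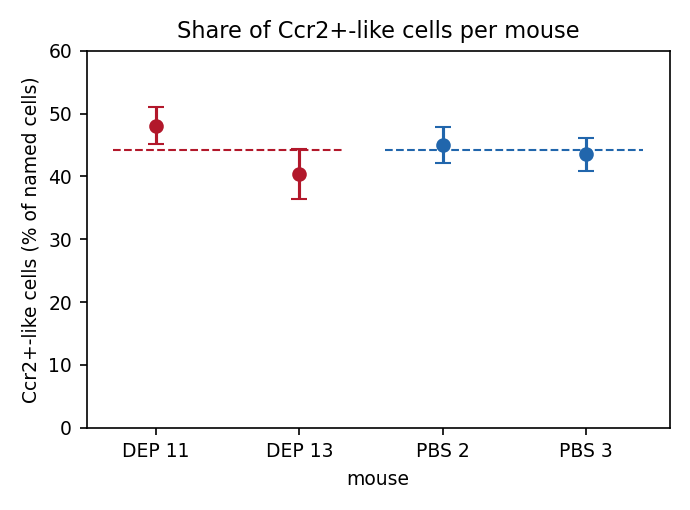
Share of Ccr2+-like cells among the named cells (vertical axis, %) in each mouse (horizontal axis). Points are mice, bars are 95% exact binomial intervals, dashed lines are group means, and both means lie at 44.3%.

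The second comparison asked which genes differed between DEP and PBS mice when all analysed cells of a mouse were summed. None of the 6662 tested genes passed an FDR of 5% with edgeR's quasi-likelihood test, with 178 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.179. The edgeR likelihood ratio test called 10 genes, DESeq2 called 4 and limma voom called 0. The largest count among the alternatives, 71, came from testing all genes with a count. In 26.9% of genes the 2 DEP mice lay on 1 side of both PBS mice, against 33.3% by chance.

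The genes with the smallest p in each direction failed the correction. Among genes higher in DEP mice, Apol7a (ENSMUSG00000010601, mm10 chromosome 15, 77388219 to 77399110) had 48.1 ± 17.4 CPM in DEP mice and 14.5 ± 3.45 CPM in PBS mice (SD, n = 2 each), a log2 fold change of 1.70 with a standard error of 0.27 and an edgeR adjusted p of 0.258. The interleukin 7 receptor gene Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) had a log2 fold change of 1.22 (SE 0.24, edgeR adjusted p = 0.462). The processed pseudogene Gm10709 (ENSMUSG00000074516, chromosome 9, 7751725 to 7752204) had 1.12 (SE 0.24, edgeR adjusted p = 0.598), which is uncertain because a pseudogene can take reads of its parent gene. Among genes lower in DEP mice, Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) had 20.2 ± 6.16 CPM in DEP mice and 64.7 ± 12.1 CPM in PBS mice (SD, n = 2 each), a log2 fold change of −1.65 (SE 0.23, edgeR adjusted p = 0.179). The heat shock gene Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) had −0.86 (SE 0.16, edgeR adjusted p = 0.462), and its near-identical copy Hspa1b, with which reads can be exchanged, had −0.50. Dedd2 (ENSMUSG00000054499, chromosome 7, 25199915 to 25220615) had −1.30 (SE 0.25, edgeR adjusted p = 0.462). For each of these 6 genes both DEP mice lay on the same side of both PBS mice. The log2 fold change of Gm10709 ranged from 0.75 without DEP 13 to 1.43 without DEP 11.

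**Figure D2:**
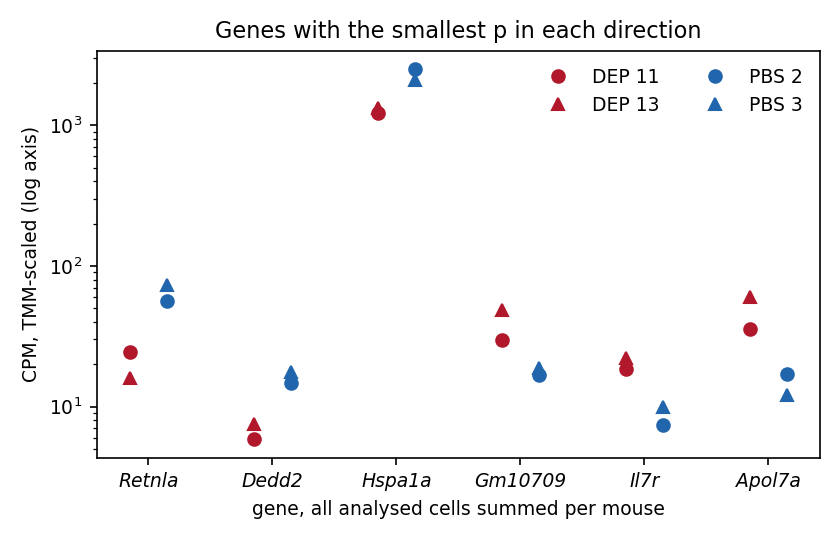
CPM after TMM scaling (vertical log axis) of the 6 genes with the smallest p in each direction (horizontal axis), all analysed cells summed per mouse. Each point is a mouse, and the DEP and PBS mice do not overlap for these genes, whose edgeR adjusted p values lie between 0.179 and 0.598.

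Of the 16 genes listed in advance, 14 were tested in all cells, and 0 passed with edgeR's quasi-likelihood test, over all genes or adjusted over the list alone (smallest adjusted p 0.521). The monocyte receptor gene Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had 482 ± 39.6 CPM in DEP mice and 462 ± 15.2 CPM in PBS mice (SD, n = 2 each), a log2 fold change of 0.06. The log2 fold change was 0.31 for Nlrp3, −0.24 for Pycard, −0.07 for Casp1, 0.10 for Il1b, −0.09 for Il18 and −0.19 for Tnf. Single mice set several of these values. Nlrp3 ranged from 0.070 without DEP 11 to 0.62 without PBS 2, Tnf from −0.35 without DEP 13 to −0.041 without DEP 11 and Il18 from −0.17 without PBS 3 to −0.011 without PBS 2, and Casp1 and Il1b changed sign. The smallest unadjusted p was that of Il10, which had 19.7 ± 4.35 CPM in DEP mice and 28.2 ± 0.352 CPM in PBS mice, a log2 fold change of −0.49 (−0.77 without DEP 11 to −0.31 without DEP 13). Its edgeR p was 0.0372 before and 0.9999 after Benjamini-Hochberg adjustment. Il6 and Ahrr fell under the gene filter. Il6 had 6 UMIs in DEP 11, 1 in DEP 13, 27 in PBS 2 and 21 in PBS 3. Ahrr had 38, 22, 34 and 40 UMIs in that order (5.59, 5.66, 3.53 and 4.57 CPM). By CPM both DEP mice lay below both PBS mice for Il6 and above them for Ahrr. Neither gene was tested, and their counts were low.

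The third comparison repeated the test within each class, which removes the influence of class abundance. In Ccr2+-like cells 0 of 5856 genes passed with edgeR's quasi-likelihood test, with 101 at an unadjusted p under 0.05, and the edgeR likelihood ratio test, DESeq2 and limma voom called 4, 1 and 0. In Ccr2−-like cells 0 of 7131 genes passed with edgeR's quasi-likelihood test, with 267 at an unadjusted p under 0.05, and the other tools called 23, 6 and 0 in that order. Of the genes listed in advance, 0 passed adjusted over the list alone in either class, with a smallest adjusted p of 0.848 in Ccr2+-like and 0.104 (Ly6c2, log2 fold change −0.77) in Ccr2−-like cells.

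In Ccr2+-like cells the 3 higher genes with the smallest p were Rpl13a-ps1 (chromosome 19, 50030124 to 50030735, log2 fold change 0.73), Nme2 (chromosome 11, 93949814 to 93956259, 0.92) and Gm10709 (1.07). All 3 are uncertain, since the first and the last are pseudogenes and Nme2 is a close copy of its neighbour Nme1. The value of Gm10709 also depended on single mice, from 0.69 without DEP 13 to 1.45 without DEP 11. The lower genes were the heat shock genes Hspa1a (−0.98), Hspb1 (chromosome 5, 135887919 to 135889563, −1.98) and Bag3 (chromosome 7, 128523616 to 128546981, −1.78). These 6 genes had an edgeR adjusted p of 0.9998. In Ccr2−-like cells the higher genes were Apol7a (log2 fold change 1.74, edgeR adjusted p = 0.113), Il7r (1.36, 0.226) and Ccl8 (chromosome 11, 82115185 to 82116799, 0.86, 0.349). Apol7a and Ccl8 are also among the genes that lead clusters 2 and 1. The lower genes were Phlda1 (chromosome 10, 111506286 to 111508645, −1.45, 0.260), Hspb1 (−2.23, 0.260) and Dnajb1 (chromosome 8, 83608193 to 83612653, −1.41, 0.349). Each of these lay apart between the groups of 2 mice. Single mice set the size of the lower ones, with −0.89 for Phlda1 and −0.77 for Dnajb1 without PBS 3, and −1.53 without DEP 11 to −3.26 without DEP 13 for Hspb1.

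The fourth comparison tested whether the DEP effect differed between the classes. The edgeR interaction test called 10 of 6662 genes, 6 with a higher and 4 with a lower log2 fold change in Ccr2+-like cells than in Ccr2−-like cells, and 438 had an unadjusted p under 0.05. The named-gene rule did not cover them, so they were chosen after their values were seen. Of the 10 genes, 7 were class markers or among the top 10 genes of one of the 4 clusters (Ccl8, Cd63, Zmynd15, Chil3, Hp, Saa3 and F13a1). Ecm1 was among the top 10 of a cluster in the first division of the cells (310 cells, 158 of them from DEP 11), and Gm9733 among those of a Ccr2+-like cluster in that division with at least 500 UMIs, with at least 2000 UMIs and without interferon and inflammatory genes among the variable genes. These genes are not read as results of their own. The remaining gene was AB124611, with a log2 fold change of 0.13 in Ccr2+-like and −0.47 in Ccr2−-like cells (edgeR interaction adjusted p = 0.0470). AB124611 was called again without called doublets. It was not called without the cells of the highest doublet scores, with graph-based clustering or with the 1.5 fold rule. The count was 1 without PBS 3, 2 without DEP 11, 3 without PBS 2 and 25 without DEP 13.

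The fifth comparison asked whether sets of functionally related genes moved together. With a preset correlation the tissue dissociation set was lower in DEP mice in all cells (camera FDR = 3.04e-13, mean log2 fold change −0.41, 16 of 17 genes lower), in Ccr2+-like cells (1.02e-10, −0.43) and in Ccr2−-like cells (1.61e-11, −0.40). The cell death set was lower as well (camera FDR 0.000313, 0.00210 and 0.000127, mean log2 fold changes −0.19, −0.20 and −0.26). Whether it shared a cause with the tissue dissociation set was not tested. The inflammatory set was lower (camera FDR 0.0145, 0.00634 and 0.0136, mean log2 fold changes −0.10, −0.12 and −0.15), but in all cells and in Ccr2+-like cells camera's direction changed without PBS 2 (0.857 and 0.789), and without DEP 11 the call was lost in both (0.258 and 0.594). In Ccr2−-like cells it was lost without PBS 2 (0.708). The interferon type I set was lower in Ccr2−-like cells (camera FDR = 0.00973, mean log2 fold change −0.12) and was not called in all cells (0.233) or in Ccr2+-like cells (0.523). The call was lost without DEP 13 (0.486) and without PBS 2 (0.591). Calls of a lower set appeared in all cells without DEP 11 (0.000466) and without PBS 3 (0.00526) and in Ccr2+-like cells without DEP 11 (0.0734) and without PBS 3 (0.00905), and of a higher set in Ccr2+-like cells without PBS 2 (0.0970). The FDR of the interferon type II set was 0.233, 0.671 and 0.237 in all, Ccr2+-like and Ccr2−-like cells, that of the inflammasome set 0.307, 0.268 and 0.582, and that of the aryl hydrocarbon receptor and oxidative stress set 0.517, 0.267 and 0.940. After thinning, the inflammasome set was called lower in all 3 (camera FDR 0.0222, 0.151 and 0.0679), over 6 tested genes. Without DEP 13 the interferon type II set was called higher in all, Ccr2+-like and Ccr2−-like cells (camera FDR 2.52e-06, 3.02e-07 and 0.0129), while without DEP 11 it was called lower in all cells (0.120) and Ccr2+-like cells (0.000349) and without PBS 2 higher in Ccr2+-like cells (0.104). Without DEP 13 the aryl hydrocarbon receptor set was called lower in all cells (0.146) and in Ccr2+-like cells (0.0134). The colon epithelium set had fewer than 6 genes past the gene filter. With filterByExpr it was called lower in Ccr2−-like cells (camera FDR 0.00369, mean log2 fold change −0.71, 11 genes), and with no gene filter lower there (0.0126, −0.76) and higher in Ccr2+-like cells (0.0465, 0.53). With an estimated correlation only the dissociation and cell death sets were called, in all cells (camera FDR 0.103 and 0.183) and in Ccr2−-like cells (0.162 for both).

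**Figure D3:**
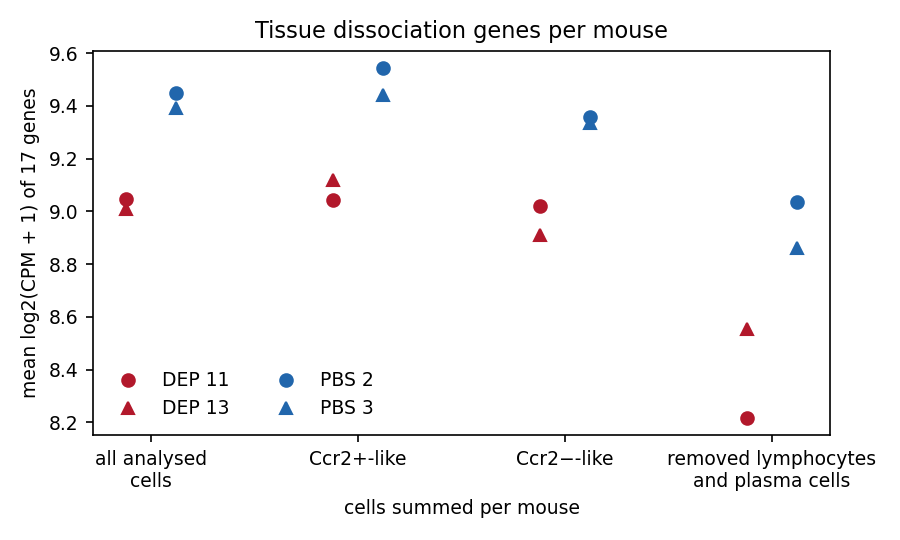
Mean log2(CPM + 1) of the 17 tissue dissociation genes (vertical axis) per mouse in 4 groups of cells (horizontal axis). Each point is a mouse, and in each group of cells both DEP mice lie below both PBS mice, with a mean log2 fold change of −0.41 in all analysed cells.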

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

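Both tests of an explanation below, and the alternatives on doublets and on the marker rule, were chosen after the result was seen. The edgeR interaction test called 10 genes whose DEP effect differed between Ccr2+-like and Ccr2−-like cells, which drew attention because the difference itself was tested between the classes. Gm9733, Hp, Chil3, Saa3, AB124611 and F13a1 had the higher log2 fold change in Ccr2+-like cells, and Ccl8, Cd63, Zmynd15 and Ecm1 in Ccr2−-like cells. The largest difference was that of Saa3, with log2 fold changes of 0.19 and −1.54 (interaction adjusted p = 0.0470). The count rested on single mice, with 1 call without PBS 3, 2 without DEP 11, 3 without PBS 2 and 25 without DEP 13.

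The tables argue against doublets as the whole cause. Without the cells of the highest doublet scores the median difference of the 10 genes was 99.9% of its value, with the direction kept in 10 of 10, although only 2 genes were then called. A shift within the Ccr2−-like class remains open as a part of the cause. Cluster 1 held 77.8% and 71.4% of the Ccr2−-like cells in the DEP mice and 64.6% and 67.7% in the PBS mice (difference 8.47 percentage points, exact permutation p = 0.333, the smallest possible). With cluster 1 alone as the Ccr2−-like class the median difference was 76.6% of its value and no gene was called by edgeR, with 376 at an unadjusted p under 0.05. With the 10 genes drawn again 10000 times, 95% of the percentages lay between 73.7 and 91.1%, a range that covers the choice of genes and not the spread between mice. These values leave the larger part of the difference in place without cluster 2, and whether the shift between the 2 clusters made up the rest is not settled. The test does not hold the mix within cluster 1 fixed. When the tree was divided into 6 clusters, a part of cluster 1 led by Ccl8 held 190 of its 456 cells in DEP 11 and 113 of 257 in DEP 13. In the PBS mice this part held 132 of 423 (PBS 2) and 195 of 551 (PBS 3). Since 7 of the 10 genes are class markers or lead one of the 4 clusters, and Ecm1 and Gm9733 lead clusters of other divisions, a different mix of cells within the classes may contribute. A shift within the Ccr2+-like class was not tested. Cluster 3 held 191 of 543 Ccr2+-like cells in DEP 11 and 107 of 244 in DEP 13. In the PBS mice it held 160 of 537 (PBS 2) and 222 of 627 (PBS 3). Free RNA of monocytes in resident macrophages was not tested, and an effect of DEP that differs between the classes stays open as well.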

How the results depend on the processing

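The alternatives that remove doublets and the 1.5 fold marker rule were chosen after seeing the data, and all others were set before. Over the alternatives, 51 of 94 counts of called genes stayed within 1.5 times, 36 rose past that and 7 fell below it. For the genes named singly 694 of 795 values kept their direction and call, 82 gained a call and 19 reversed. For the interferon and inflammatory sets 192 of 249 values were the same, 26 gained a call, 16 lost it and 15 reversed, and for the other sets 297 of 329 were the same, 17 gained a call, 3 lost it and 12 reversed. Unless stated, the cause of a change was not tested. Division into 3 or 6 clusters moved no cell between the classes and so says nothing about stability. The alternative without unnamed clusters was not run, because none of the 4 clusters was unnamed. Other settings left cells outside the classes: graph-based clustering an unnamed cluster of 605 cells led by Ccr2 (302 from PBS 3) and 54 dendritic-like cells, a mitochondrial limit of 10% 168 cells, and the 1.5 fold rule the 728 cells of cluster 2 (130, 103, 232 and 263 in DEP 11, DEP 13, PBS 2 and PBS 3). Replicate numbers are not shared between the groups. No paired analysis was possible because no DEP and PBS mouse carry the same number.

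The difference in the share of Ccr2+-like cells (−0.0344 points) changed sign with called doublets left out (0.521), with the highest doublet scores left out (0.0871), and for cells with a Ccr2 UMI after thinning (0.807), where it was −6.97 without thinning. With single mice left out it ranged from −3.88 (without DEP 11) to 3.81 (without DEP 13). The exact permutation p was never under 0.333, the smallest possible.

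Counts of called genes (0 in each stratum by edgeR's quasi-likelihood test, with 178, 101 and 267 genes at an unadjusted p under 0.05 in all, Ccr2+-like and Ccr2−-like cells) were in that order 10, 4 and 23 with the likelihood ratio test, 4, 1 and 6 with DESeq2, 0, 0 and 0 with limma voom, and 71, 15 and 73 with no gene filter, which tested 16385, 14686 and 15753 genes. DESeq2 called Apol7a, Hspa1a, Phlda1 and Retnla in all cells and Hspa1a in Ccr2+-like cells, where the likelihood ratio test called Bag3, Dnajb1, Hspa1a and Hspb1. These genes, and those named next, were chosen after their values were seen. The Ccr2+-like cells had 2 calls (Hspb1 and Retnla) with a mitochondrial limit of 10%, 1 with graph-based clustering and 1 without interferon and inflammatory genes among the variable genes (Retnla in both), and 1 after thinning (Dnajb1). Apol7a was the 1 gene called in Ccr2−-like cells with at least 2000 UMIs, with a mitochondrial limit of 10%, with the 1.5 fold marker rule and with cluster 1 alone. There a limit of 5% called 2 (Apol7a and Saa3), thinning called 1 (Ccl8) and cluster 2 alone called 9. With a mouse left out, which leaves 1 mouse in a group that is assumed to vary like the others, 2 (without DEP 11) to 29 genes (without PBS 2) were called in all cells, 2 (without PBS 3) to 20 (without PBS 2) in Ccr2+-like cells and 21 (without PBS 2) to 55 (without PBS 3) in Ccr2−-like cells.

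The interaction (10 genes) gave 34 genes with other cell types kept (9 of the 10 among them), 21 without interferon and inflammatory genes among the variable genes (7 of the 10), 22 without called doublets (10 of the 10), 4 with graph-based clustering (Ccl5, Ecm1, Pf4 and Retnla), 2 without the highest doublet scores (Ccl8 and Saa3), 0 with the 1.5 fold rule, and 0 after thinning, which tested 1968 genes. Where the count changed little, few of the 10 were among the calls: 4 of 14 with at least 500 UMIs, 3 of 11 with at least 2000, and 4 of 13 and 2 of 14 with mitochondrial limits of 5% and 10%. At an unadjusted p under 0.05 the 1.5 fold rule and thinning had 376 and 128 genes by edgeR. With a mouse left out it ranged from 1 (without PBS 3) to 25 (without DEP 13, 5 of the 10 among them), and without PBS 2 none of the 10 was among the 3 calls.

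For a set, higher and lower are camera's direction relative to the other genes. Some reversals below are of that direction alone, as the set's mean log2 fold change kept its sign: interferon type I in Ccr2+-like cells with at least 2000 UMIs (mean −0.013), interferon type II in Ccr2+-like cells with at least 500 UMIs (0.019), after thinning (0.0064) and without PBS 3 (0.043), and the aryl hydrocarbon receptor set in Ccr2−-like cells with the 1.5 fold rule and cluster 1 alone (−0.0095 in both), limma voom (−0.013), 1 joint fit (−0.019) and without DEP 11 (−0.010). In 3 others the mean followed camera but the median did not: the inflammatory set in all cells without PBS 2 (mean 0.043, median −0.039), interferon type II in Ccr2−-like cells after thinning (−0.0045 and 0.0067) and the aryl hydrocarbon receptor set there with at least 2000 UMIs (0.051 and −0.0099).

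The interferon type I set in all cells (camera FDR 0.233, lower) was called, and lower, with at least 500 UMIs (0.141), mitochondrial limits of 5% (0.0224) and 10% (0.0912), other types kept (0.0659), variable genes without interferon and inflammatory genes (0.0174), no gene filter (0.0768), filterByExpr (0.0701) and 1 joint fit (0.0479). With a mouse left out it ranged from 0.000466 (without DEP 11) to 0.509 (without PBS 2, where it was higher). Among Ccr2+-like cells (0.523, lower) it was called with a mitochondrial limit of 10% (0.0926), no gene filter (0.154) and filterByExpr (0.187), and was higher with at least 2000 UMIs (0.751) and after thinning (0.968). There it ranged from 0.00905 (without PBS 3) to 0.492 (without DEP 13, higher). The call in Ccr2−-like cells (0.00973) was lost with cluster 2 alone (0.250), after thinning (0.204), and with an estimated correlation (0.545), and ranged from 0.000805 (without DEP 11) to 0.591 (without PBS 2).

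The interferon type II set in all cells (0.233, higher) was called with the likelihood ratio test (0.198) and ranged from 2.52e-06 (without DEP 13) to 0.467 (without PBS 2) with a mouse left out. For Ccr2+-like cells (0.671, higher) it was lower with at least 500 UMIs (0.935) and after thinning (0.792), and ranged from 3.02e-07 (without DEP 13) to 0.698 (without PBS 3, lower). For Ccr2−-like cells (0.237, higher) it was called with at least 500 UMIs (0.139), at least 2000 UMIs (0.152), mitochondrial limits of 5% (0.121) and 10% (0.139), DESeq2 (0.197) and called doublets left out (0.176), was lower after thinning (0.878), and ranged from 0.0129 (without DEP 13) to 0.963 (without DEP 11, lower).

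The inflammatory set lost its call with an estimated correlation in all, Ccr2+-like and Ccr2−-like cells (0.679, 0.543 and 0.545) and, in Ccr2+-like cells, with graph-based clustering (0.238). With a mouse left out it ranged from 0.000134 to 0.857 in all cells, from 7.03e-06 to 0.789 in Ccr2+-like cells and from 0.000152 to 0.708 in Ccr2−-like cells, each time lowest without PBS 3 and highest without PBS 2, where it was higher in DEP mice in the first 2. Fry tests whether a set's genes move 1 way, not against other genes, so it bears on another question. It called neither this set (0.737, 0.738 and 0.534) nor interferon type I in Ccr2−-like cells (0.534). The tissue dissociation set kept its direction and call except with an estimated correlation in Ccr2+-like cells (0.233), and the cell death set except there (0.233) and after thinning in Ccr2+-like cells (0.357).

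The inflammasome set (camera FDR 0.307, 0.268 and 0.582 in all, Ccr2+-like and Ccr2−-like cells, lower in each) was called, and lower, after thinning (0.0222, 0.151 and 0.0679, with mean log2 fold changes of −0.22, −0.19 and −0.22 over 6 genes). It was also called in all and Ccr2+-like cells with no gene filter (0.171 and 0.154) and filterByExpr (0.180 and 0.187), and in Ccr2+-like cells with a mitochondrial limit of 10% (0.0926), DESeq2 (0.172) and the highest doublet scores left out (0.178). Single mice left out gave 0.174 (without DEP 13) to 0.780 (without DEP 11) in all cells, 0.170 (without PBS 3) to 0.717 (without PBS 2) in Ccr2+-like cells, where it was also called without DEP 13 (0.194), and 0.402 (without DEP 13) to 0.963 (without DEP 11) in Ccr2−-like cells. The colon epithelium set reached 6 tested genes only with filterByExpr in all cells (0.218, lower) and Ccr2−-like cells (0.00369, lower), and with no gene filter in all cells (0.478, lower), Ccr2+-like cells (0.0465, higher) and Ccr2−-like cells (0.0126, lower).

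The aryl hydrocarbon receptor set (camera FDR 0.517, 0.267 and 0.940 in all, Ccr2+-like and Ccr2−-like cells) was called lower in Ccr2+-like cells with the highest doublet scores left out (0.178). Single mice left out gave 0.146 (without DEP 13) to 0.914 (without PBS 2) in all cells and 0.0134 (without DEP 13) to 0.717 (without PBS 2) in Ccr2+-like cells, where it was also called without PBS 3 (0.0864). It was higher instead of lower in all cells with no gene filter (0.251) and filterByExpr (0.315). It was higher in Ccr2−-like cells with at least 2000 UMIs (0.585), a mitochondrial limit of 10% (0.789), the 1.5 fold rule and cluster 1 alone (0.998 in both), limma voom (0.981), no gene filter (0.145, past the threshold), filterByExpr (0.2003) and 1 joint fit (0.624), and ranged from 0.486 (without DEP 13) to 0.963 (without DEP 11, higher) with a mouse left out.

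Of the genes named in advance, whose log2 fold changes in all cells were small, Fcgr1 reversed with other types kept (−0.0027), Adgre1 (0.090) and Ahr (0.19) after thinning, Ahr with limma voom (0.0037) and Ccr2 with 1 joint fit (−0.0061). With a mouse left out the log2 fold change ranged from −0.27 to 0.12 for Casp1, −0.034 to 0.14 for Ccr2, −0.19 to 0.26 for Itgam and −0.57 to 0.040 for Ly6c2 (without either DEP mouse), and from −0.52 to 0.59 for Ahr, −0.11 to 0.24 for Csf1r, −0.19 to 0.30 for Fcgr1 and −0.16 to 0.41 for Il1b (without either PBS mouse).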

Other observations

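Of the tests below, the one on PBS 3 alone, the one on the ratio of 2 immunoglobulin genes and those that left out immunoglobulin or epithelial genes separately were chosen after the result was seen. The tissue dissociation list holds immediate early and heat shock genes, which also respond when tissue is digested. Its mean log2 fold change was −0.41 in all analysed cells. In the 257 removed lymphocytes and plasma cells it was −0.565, with 15 of 17 genes lower. A cause that acts on all cell types of a mouse, such as the handling of the tissue before sorting, is therefore a candidate explanation. An effect of DEP on the whole tissue would give the same values and was not told apart from it by any test. Whether the cause of the lower dissociation genes also lowered the cell death and inflammatory sets was not tested. The removed cells also carried macrophage RNA, so part of the value may be carried over. The class markers made up 1.76% of their UMIs, against 4.87% in the analysed cells. The mix of removed cells differed between mice too. The cluster of B or plasma cells held 20 of 58 removed cells in DEP 11 and 18 of 48 in DEP 13. It held 8 of 52 in PBS 2 and 35 of 99 in PBS 3. Its cells were deeper than those of the T cell cluster (medians 20699 and 2049 UMIs), so this mix may contribute as well. The tables argue against PBS 3 as the only source, with −0.407 without it. After thinning each cell to 1000 UMIs the value was −0.433. Thinning keeps each gene's expected share within a cell and changes only the weight of deep cells, so it does not decide on depth.

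Immunoglobulin transcripts, which macrophages do not make, were found in nearly all of them, with an Igkc UMI in 99.6% to 100% of the cells of each class and mouse. Their share of UMIs in the analysed cells was 0.466% in DEP 11, 0.680% in DEP 13, 0.401% in PBS 2 and 1.01% in PBS 3. In barcodes under 500 UMIs it was 0.886%, 2.11%, 0.837% and 4.61%, and the lowest of the 4 ratios was 1.90. This is in line with free RNA of plasma cells in the droplets. In PBS 3 the ratio of Iglc2 to Igkc UMIs was 0.0623 in Ccr2+-like and 0.0619 in Ccr2−-like cells, as 1 source would give, but 0.0182 in barcodes under 500 UMIs. Without the 26 of those barcodes that held at least 20% immunoglobulin UMIs it was 0.0755 (66 and 874 UMIs, 95% exact interval 0.0579 to 0.0971), and the immunoglobulin share there was still 1.43 times that in the analysed cells. In DEP 11 the ratio differed between the classes (0.0114 and 0.0216) and was 0.0423 in such barcodes, so 1 source is not shown for that mouse. No biological explanation was tested.

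Graph-based clustering, run as an alternative, gave a cluster of 482 cells of which 91.9% came from PBS 3, against 33.0% of all analysed cells. Without immunoglobulin and epithelial genes among the variable genes the highest share of PBS 3 in a cluster was 44.6%, and it was the same without immunoglobulin genes alone, which is in line with free immunoglobulin RNA of that mouse as a source. Without epithelial genes alone no cell moved (91.9%), so the test says nothing about them. Without heat shock and dissociation genes it was 76.5%, which lies between the bounds set in advance, so a part for these genes remains open. The epithelial gene Car1 had a UMI in 8.93% of Ccr2+-like and 17.7% of Ccr2−-like cells of PBS 3, and in 0.921% to 5.28% in the other mice. In barcodes under 500 UMIs Car1 was at 402.5 CPM in PBS 3 (25 of its 50 UMIs in 1 barcode) and 91.6 to 209.7 CPM in the other mice. The classes of PBS 3 differed, with 20.4 CPM in Ccr2+-like and 97.7 CPM in Ccr2−-like cells, so the source of Car1 in its cells stays open. A difference between mice in the cells themselves stays open.

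The 2 PBS mice differed more from each other (median absolute log2 difference across genes 0.217) than any DEP mouse from any PBS mouse (0.151 to 0.203). With DEP 11 and PBS 2 set against DEP 13 and PBS 3, 807 genes in all cells had an edgeR p under 0.05 and 0 passed the correction, against 178 and 0 for the real groups. The third way to pair the mice gave 201 and 1. With 3 splits, chance cannot be assessed, but the count of 807 points to a structure of the mice that the exposure does not explain. DEP 13 and PBS 3 were also the mice with the higher immunoglobulin shares.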
